# Copy number variation in Y chromosome multicopy genes is linked to a paternal parent-of-origin effect on CNS autoimmune disease in female offspring

**DOI:** 10.1186/s13059-015-0591-7

**Published:** 2015-02-10

**Authors:** Laure K Case, Emma H Wall, Erin E Osmanski, Julie A Dragon, Naresha Saligrama, James F Zachary, Bernardo Lemos, Elizabeth P Blankenhorn, Cory Teuscher

## Abstract

**Background:**

The prevalence of some autoimmune diseases is greater in females compared with males, although disease severity is often greater in males. The reason for this sexual dimorphism is unknown, but it may reflect negative selection of Y chromosome-bearing sperm during spermatogenesis or male fetuses early in the course of conception/pregnancy. Previously, we showed that the sexual dimorphism in experimental autoimmune encephalomyelitis (EAE) is associated with copy number variation (CNV) in Y chromosome multicopy genes. Here, we test the hypothesis that CNV in Y chromosome multicopy genes influences the paternal parent-of-origin effect on EAE susceptibility in female mice.

**Results:**

We show that C57BL/6 J consomic strains of mice possessing an identical X chromosome and CNV in Y chromosome multicopy genes exhibit sperm head abnormalities and female-biased sex ratio. This is consistent with X-Y intragenomic conflict arising from an imbalance in CNV between homologous X:Y chromosome multicopy genes. These males also display paternal transmission of EAE to female offspring and differential loading of microRNAs within the sperm nucleus. Furthermore, in humans, families of probands with multiple sclerosis similarly exhibit a female-biased sex ratio, whereas families of probands affected with non-sexually dimorphic autoimmune diseases exhibit unbiased sex ratios.

**Conclusions:**

These findings provide evidence for a mechanism at the level of the male gamete that contributes to the sexual dimorphism in EAE and paternal parent-of-origin effects in female mice, raising the possibility that a similar mechanism may contribute to the sexual dimorphism in multiple sclerosis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0591-7) contains supplementary material, which is available to authorized users.

## Background

For most autoimmune diseases (AIDs) there is a clear sexual dimorphism (SD) in prevalence, in that females are more frequently affected than males, despite the fact that disease severity is often greater in males [1]. The female preponderance in AIDs has been ascribed to genetic, hormonal, and developmental influences, and target organ susceptibility. However, aside from an ‘immunocompetence handicap’ model [2], which posits that testosterone in males drives the development of secondary male sex characteristics at the expense of suppressing immunity [3], the mechanisms underlying the decreased male prevalence of AIDs are ill defined. Moorthy *et al.* [4] hypothesized that the decreased prevalence of systemic lupus erythematosus (SLE) in men may be due to negative selection of male fetuses possessing genetic risk factors for SLE early in the course of conception and pregnancy. Support for this hypothesis was found in a chart review of patients with childhood onset SLE, systemic onset juvenile rheumatoid arthiritis (SoJRA), and pauciarticular onset juvenile rheumatoid arthritis (PaJRA). SLE and PaJRA exhibit female-biased SD in disease prevalence, whereas SoJRA is a non-SD AID. Their results revealed a significant reduction in the sex ratio for children of SLE and PaJRA families compared with families of patients with SoJRA. Consistent with this observation, Aggarwal *et al*. [5] subsequently reported, using pregnancy histories of both SLE affected and unaffected individuals within SLE families, that there was an excess of male fetal loss in SLE families compared with controls. These findings suggest that genetic risk factors for AIDs may play a role in reproduction, a concept that is consistent with the Red Queen Hypothesis model of sexual reproduction and sex chromosome co-adaptation [6]. More generally, the female-biased SD in prevalence observed in many AIDs may not only reflect negative selection of male fetuses early in the course of conception/pregnancy, but also negative selection on Y-bearing sperm during spermatogenesis.

One outcome of intragenomic conflict is the preferential transmission of genetic elements to offspring at a higher frequency than the expected 1:1 Mendelian ratio [7]. These genetic elements are referred to as transmission distorters and tend to evolve in low or non-recombining regions in the genome [8]. In mice, disequilibrium between X and Y chromosome (ChrX, ChrY) multicopy gene homologues contributes to X-Y intragenomic conflict. This results in sex ratio distortion in favor of the sex chromosome harboring more copies of the distorting gene [9-11]. In addition, X-Y intragenomic conflict leads to sperm head defects [12-15], as well as altered chromatin remodeling and sex chromosome gene expression in developing spermatids [16-19]. Thus, copy number variation (CNV) in ChrY multicopy genes that influence experimental allergic encephalomyelitis (EAE) susceptibility in male mice [20] may also contribute to the paternal parent-of-origin (POO) effect on EAE susceptibility in females [21].

In the autoimmune model of multiple sclerosis (MS), EAE, we identified a paternally transmitted POO effect on EAE susceptibility in female offspring [21]. Among F_2_ intercross progeny generated from EAE-susceptible SJL/J (S) and EAE-resistant B10.S/SgMcdJ (B) mice, central nervous system (CNS) infiltration and damage were only found to be different in female mice from the BS × BS intercross, whose grandsires and sires possessed the SJL/J ChrY [21]. In this study, using C57BL/6 J ChrY consomic strains of mice with CNV in multicopy ChrY genes, including *Sly* and *Ssty1*, both of which are mediators of X-Y intragenomic conflict and influence susceptibility to AIDs in males, we identified X-Y intragenomic conflict influencing the paternal POO effect on EAE susceptibility in female offspring. Moreover, we expanded on the observations of Moorthy *et al.* [4] to include studies on the sex ratios of families with probands affected by MS, rheumatoid arthritis (RA), and type 1 diabetes (T1D). We show that families of probands with AIDs displaying a female-biased SD for prevalence, including MS, SLE, RA, and PaJRA, exhibit a female-biased sex ratio, whereas families of probands affected with non-SD AIDs, including SoJRA and T1D, exhibit an unbiased sex ratio. Taken together, our findings raise the possibility that X-Y intragenomic conflict may contribute to the SD seen in human AIDs.

## Results and discussion

### Differences in EAE susceptibility among female offspring from B6-ChrY consomic strains

To aid in the identification of the genetic mechanism driving the paternal POO effect on EAE in female offspring, we explored the effect of natural genetic variation in ChrY on EAE susceptibility using a panel of ChrY consomic mouse strains purchased from The Jackson Laboratory. These strains include B6-ChrY^129S1^, B6-ChrY^A/J^, B6-ChrY^AKR^, B6-ChrY^BUB^, B6-ChrY^LEWES^, B6-ChrY^MA^, B6-ChrY^MET^, B6-ChrY^PWD^, B6-ChrY^RF^, B6-ChrY^ST^, B6-ChrY^SJL^, B6-ChrY^SWR^, and B6-ChrY^WSB^, where the mouse strain donating ChrY to B6 is indicated in superscript. These consomic strains were generated by breeding male mice possessing either a *Mus musculus domesticus* (AKR, BUB, LEWES, MA, MET, RF, ST, SJL, SWR, and WSB) or *Mus musculus musculus* (129S1, A/J, and PWD) ChrY to B6 female mice [22-24]. Then, through a series of backcrosses of 10 generations or more to B6 females, the genome of the male mice, including the autosomes, ChrX, the peudoautosomal regions of ChrX and ChrY, and the mitochondrial genome, are expected to be >99.9% identical to the B6 genome. This was confirmed by performing a genome-wide single nucleotide polymorphism (SNP) analysis, which did not detect donor strain contamination among any of the ChrY consomic strains (Additional file 1). Therefore, all genetic variation among the males from ChrY consomic strains presumably comes from the non-recombining region of ChrY called the non-pseudoautosomal or male-specific region [25]. Since female mice from B6-ChrY consomic strains do not inherit ChrY from their fathers, female mice arising from these ChrY consomic strains are genetically identical to B6 except they were sired and reared by B6 male mice with ChrY from another mouse subspecies.

EAE was elicited in female mice by immunizing the animals with 100 μg of myelin oligodendrocyte glycoprotein peptide 35-55 (MOG_35-55_) in complete Freund’s adjuvant (CFA) on day 0 and day 7 (2× protocol) and the mice were scored for clinical signs of EAE by recording their disease scores daily for 30 days post-immunization. Analysis of the severity of the clinical disease course (Figure 1A) and the cumulative disease scores (CDSs) (Figure 1B) between female B6 and female mice from each of the B6-ChrY consomic strains was used as measure of disease susceptibility, and revealed a continuous distribution across the strains, consistent with quantitative inheritance. The severity of the clinical disease course for each consomic strain was compared with B6, which revealed that B6-ChrY^A/J^, B6-ChrY^129^, B6-ChrY^MA^, B6-ChrY^BUB^, ChrY^ST^, and B6-ChrY^LEWES^ are equivalently susceptible to EAE as B6 (data not shown). In contrast, B6-ChrY^PWD^ female mice showed an increase in the severity of disease while B6-ChrY^MET^, B6-ChrY^AKR^, B6-ChrY^SWR^, B6-ChrY^WSB^, ChrY^SJL^, and ChrY^RF^ female mice showed a significant reduction in the severity of disease compared with female B6 (Figure 2). Histopathologic analysis of the CNS from two low responder strains, B6-ChrY^SJL^ and B6-ChrY^RF^, revealed significantly less spinal cord neuropathology compared with female B6 (Figure 1C).

**Figure 1:**
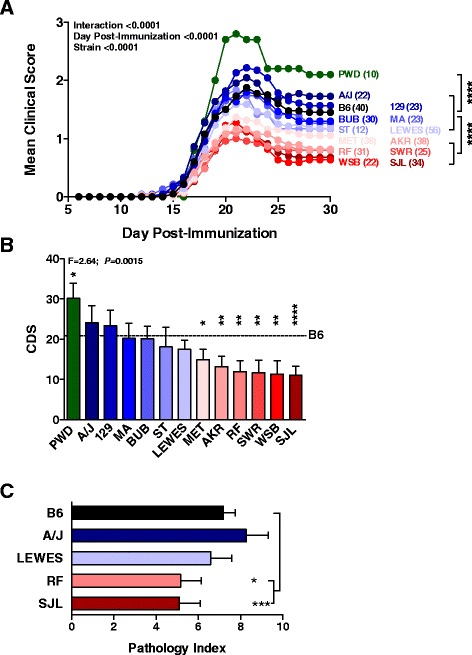
**Polymorphic variation in ChrY influences susceptibility to EAE in female offspring. (A)** Female offspring from B6-ChrY consomic strains were immunized with MOG_35-55_ using the 2× protocol and the clinical score was monitored over 30 days. The consomic strain represented by each line is color coded with the bar graph in (B). Wild-type B6 females are represented by black circles. The significance of the differences in disease course among the strains was determined by two-way ANOVA (interaction (F = 1.517; DFn = 406; DFd = 10,940; *P* < 0.0001), day post-injection (F = 176.1; DFn = 29; DFd = 10,940; *P* < 0.0001), and strain (F = 33.27; DFn = 14; DFd = 10,940; *P* < 0.0001)), followed by Holm-Sidak’s multiple comparisons against B6 (****P ≤ 0.0001). **(B)** The CDS was determined for each strain and the significance of the observed differences determined by one-way ANOVA followed by Holm-Sidak’s multiple comparisons against B6 (*P ≤ 0.05, **P ≤ 0.01; ****P ≤ 0.0001). The x-axis indicates the strain origin of ChrY. The dashed line indicates the CDS for B6. Significance of differences determined by one-way ANOVA followed by Fisher’s LSD test. Data represented as mean ± standard error of the mean. For (A,B), a heterogeneity test was used between cohorts of mice with no significant differences detected. Thus, data were pooled from three independent experiments and the total number of animals analyzed are included in (A). **(C)** Histopathology of the spinal cord from female offspring from B6-ChrY consomic strains immunized using the 2× protocol. Significance of observed differences was determined by one-way ANOVA followed by Holm-Sidak’s multiple comparisons test. n ≥ 15; *P ≤ 0.05, **P ≤ 0.01. Data represented as mean ± standard error of the mean.

**Figure 2:**
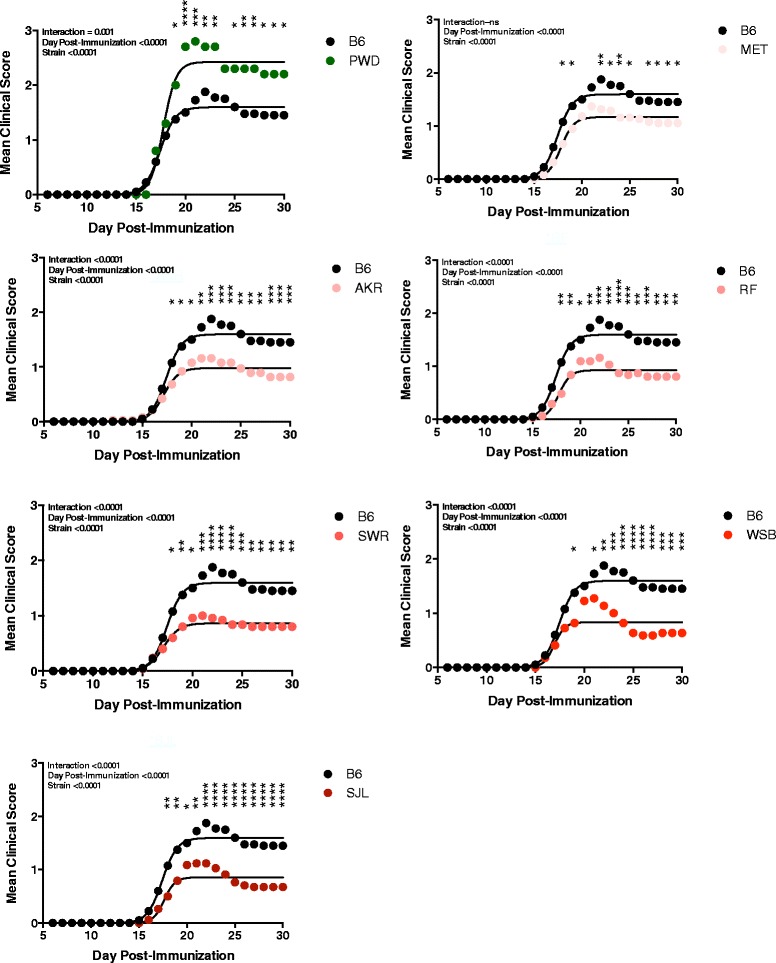
**B6-ChrY consomic strains exhibiting significant differences in EAE severity compared with B6 mice.** Nonlinear regression analysis using the least squares method revealed that, for each strain studied, the disease course elicited fit a sigmoid curve. The significance of the differences in disease course between B6 and each B6-ChrY consomic line was determined by comparing the best-fit values for each line against those of B6 and by two-way ANOVA with an overall adjusted significance threshold of *P* ≤ 0.0001 for effect of strain followed by Holm-Sidak corrected *post hoc* multiple comparisons (*P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001).

Important variables that need to be considered when analyzing paternal POO effects in female offspring are potential differences in the prenatal and postnatal environments, which may account for the differences in EAE observed for the female offspring of B6-ChrY consomic strains. One potential mechanism whereby ChrY polymorphism could influence EAE susceptibility is through the organizational masculinizing effects of exposure to excess androgen during development [21]. Examining the anogenital distance (AGD) provides a means for retrospectively assessing the organizational masculinization of female fetuses as a consequence of fetal androgen exposure via an intrauterine positional effect [26]. Therefore, to assess whether or not the POO effects elicited by ChrY^SJL^ on EAE susceptibility in female mice is due to differences in androgen exposure during development, we determined the AGD of male and female B6 and B6-ChrY^SJL^ mice at 5 weeks of age. No significant differences in the weight-adjusted AGD between male and female B6 and B6-ChrY^SJL^ mice were detected (Figure 3A).

**Figure 3:**
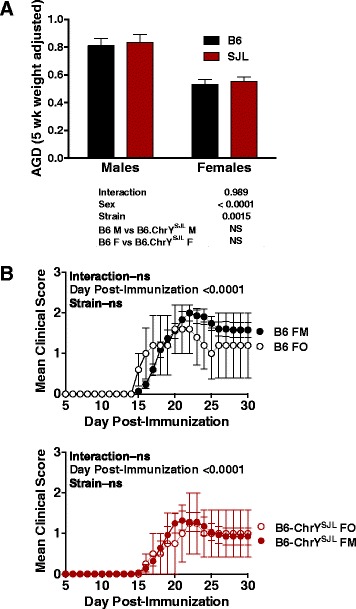
**Evidence that pre- and postnatal exposure to males does not influence EAE susceptibility in female offspring of B6 and B6-ChrY** ^**SJL**^ **strains of mice. (A)** AGD, which is reflective of the level of exposure of females to testosterone during development *in utero*, was determined for female offspring of B6 and B6-ChrY^SJL^. Analysis was carried out using the values for AGD after correcting for the effects of body weight. Significance of observed differences was determined by two-way ANOVA followed by Bonferroni’s multiple comparisons test. n ≥ 55 male or female mice per strain across multiple dams and litters. **(B)** EAE was elicited in adult female mice by immunizing with 100 μg of MOG_35-55_ in CFA on days 0 and 7. Mice were scored for clinical signs of EAE for 30 days. FM, females and males (sire and siblings) co-housed until weaning; FO, female only litters generated by removing the sire and male siblings on day of birth. Significance in disease course was determined by two-way ANOVA. n = 5 mice per strain and data are representative of two independent experiments. Data represented as mean ± standard error of the mean. NS, not significant.

To directly test the effect of the postnatal environment, we generated 'female only' litters for B6 and B6-ChrY^SJL^ by removing the sire from the cage once the dam was noticeably pregnant and by removing the male siblings from the cage on the day of birth. EAE severity was then compared between female-only litters and conventionally raised females at 10 to 12 weeks of age. Importantly, we did not detect a significant difference in EAE between female mice reared in the presence or absence of their sire and male siblings for the tested strains (Figure 3B). Therefore, natural genetic variation in ChrY influences EAE in female offspring from B6-ChrY consomic strains independently of postnatal male environmental factors. Taken together, these findings suggest that natural genetic variation in ChrY influences EAE susceptibility in female offspring from B6-ChrY consomic strains independently of androgen-mediated organizational masculinization of female fetuses and postnatal male environmental factors.

### ChrY CNV is linked to EAE severity among the female offspring of B6-ChrY consomic strains

Until recently, the murine ChrY was reported to be 15.9 Mb in length with 17 protein coding genes, and this information has contributed to the consensus that ChrY is primarily composed of 'junk' DNA whose contribution to phenotypic differences among the sexes is limited to sexual development and spermatogenesis [27]. Then, the release of the 2012 mouse primary genome assembly by the Genome Reference Consortium (GRCm38) markedly changed the landscape of ChrY. The Ensembl Genome Browser [28], which uses the current assembly, indicates that the mouse ChrY is approximately 91 Mb in length and contains 377 protein coding genes, most of which are classified as predicted protein coding genes and are likely members of multicopy gene families residing in large interrelated repeat element arrays [27]. Finally, recent sequencing of the mouse ChrY suggests there are approximately 700 protein coding genes on the male-specific region of ChrY [29]. This investigation currently provides the most accurate information on the number of ChrY multicopy gene families with homologs on ChrX, including *Sly*, *Rbmy*, *Ssty1*, *Ssty2*, *Rbm31y*, and *Srsy*, which are amplified to varying degrees among different *Mus* species [29].

To investigate the extent of CNV among these multicopy ChrY genes from the B6-ChrY consomic panel of mice, we performed quantitative PCR analysis using the number of gene copies reported for B6 as the reference genome to calculate the number of ChrY gene copies for each of the B6-ChrY consomic strains (Table 1). Among male B6-ChrY consomic strains of mice, linear regression analysis identified the presence of a significant relationship between EAE CDS and CNV in *Sly*, *Ssty1*, *Ssty2*, and *Rbmy* (Table 2). Similarly, among female offspring of B6-ChrY consomic strains of mice, linear regression analysis identified the presence of a significant relationship between EAE CDS and CNV in *Sly*, *Ssty1*, *Srsy*, and *Rbmy* (Table 2 and Figure 4A).

**Table 1:** **Assessment of ChrY gene copy number among B6-ChrY consomic strains**

	***Slx*** ^***b***^	***Sly***	***Ssty1***	***Ssty2***	***Srsy***	***Rbmy***	***Rbm31y***
C57BL/6 J BACs^a^		126	85	221	197	30	2
C57BL/6 J	26 ± 1	128 ± 6	85 ± 4	238 ± 49	199 ± 13	30 ± 1	2 ± 0
B6-ChrY^PWD^	29 ± 2	150 ± 6	70 ± 4	375 ± 33	219 ± 17	29 ± 1	1 ± 0
B6-ChrY^A/J^	26 ± 1	136 ± 9	102 ± 4	287 ± 91	226 ± 7	31 ± 1	2 ± 0
B6-ChrY^129^	29 ± 2	155 ± 9	90 ± 5	620 ± 87	225 ± 21	26 ± 1	2 ± 0
B6-ChrY^MA^	26 ± 1	45 ± 2	510 ± 8	2381 ± 249	248 ± 18	8 ± 0	1 ± 0
B6-ChrY^BUB^	27 ± 2	19 ± 1	290 ± 25	1041 ± 158	143 ± 15	11 ± 0	1 ± 0
B6-ChrY^ST^	24 ± 1	20 ± 1	272 ± 10	366 ± 49	154 ± 5	10 ± 1	1 ± 0
B6-ChrY^LEWES^	26 ± 1	24 ± 1	310 ± 39	87 ± 7	69 ± 5	9 ± 1	1 ± 0
B6-ChrY^MET^	28 ± 2	70 ± 5	91 ± 3	183 ± 16	91 ± 9	30 ± 1	2 ± 0
B6-ChrY^AKR^	27 ± 1	36 ± 4	340 ± 64	237 ± 9	118 ± 13	7 ± 0	1 ± 0
B6-ChrY^SWR^	26 ± 1	23 ± 1	259 ± 8	580 ± 54	174 ± 10	11 ± 1	1 ± 0
B6-ChrY^WSB^	27 ± 1	41 ± 4	411 ± 59	787 ± 93	130 ± 14	7 ± 0	1 ± 0
B6-ChrY^SJL^	27 ± 1	16 ± 1	350 ± 56	1289 ± 194	171 ± 20	11 ± 0	1 ± 0
B6-ChrY^RF^	28 ± 1	33 ± 1	407 ± 18	1503 ± 101	134 ± 10	9 ± 1	1 ± 0

^a^Copy number of ChrY genes determined by sequencing from C57BL/6 J BAC libraries [29]. This number was assigned to a B6 calibrator sample and used to calculate CNV for the ChrY consomic strains.

^b^Estimated copy number of 25 was assigned to a B6 calibrator sample to calculate CNV in *Slx* among female offspring of B6-ChrY consomic strains [29].

Numbers represent the mean copy number ± standard error of the mean rounded to the nearest integer. n = 3 to 5 mice per strain.

**Table 2:** **Linear regression analyses summarizing the significant relationship of ChrY CNV with EAE susceptibility and phenotypes associated with X-Y intragenomic conflict**

**X**	**Female CDS**	**Male CDS**	**Sex ratio**	**Sperm head abnormalities**
*Sly*	F = 17.66; *P* = 0.0012	F = 13.26; *P* = 0.0034	F = 82.03; *P* < 0.0001	F = 19.65; *P* = 0.0016
*Ssty1*	F = 7.442; *P* = 0.0183	F = 12.31; *P* = 0.0043	F = 8.452; *P* = 0.0131	F = 9.173; *P* = 0.0143
*Ssty2*	F = 0.4947; *P* = 0.4953	F = 6.323; *P* = 0.0272	F = 0.1788; *P* = 0.6798	F = 0.8289; *P* = 0.3863
*Srsy*	F = 5.958; *P* = 0.0311	F = 0.5336; *P* = 0.4791	F = 9.191; *P* = 0.0104	F = 14.38; *P* = 0.0043
*Rbmy*	F = 9.378; *P* = 0.0099	F = 8.751; *P* = 0.012	F = 23.95; *P* = 0.0004	F = 8.535; *P* = 0.017
*Rbm31y*	F = 3.017; *P* = 0.108	F = 2.156; *P* = 0.1677	F = 11.14; *P* = 0.0059	F = 3.024; *P* = 0.116

**Figure 4:**
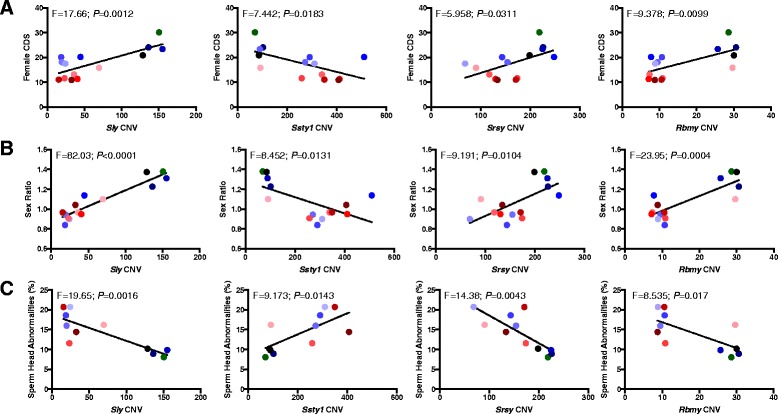
**CNV in ChrY multicopy genes is linked to EAE, sex ratio, and sperm head abnormalities among B6-ChrY consomic strains.** Linear regression analyses of CNV with **(A)** female CDS, **(B)** sex ratio, and **(C)** sperm head abnormalities reveals a significant relationship between the regressed variables. B6-ChrY consomic strains are represented by each data point and are color-coded with the bar graph in Figure 1B.

### CNV among *M. m. domesticus* ChrYs leads to X-Y intragenomic conflict during spermatogenesis

Among the multicopy genes showing a significant association in both male and female CDS, CNV in *Sly* and *Ssty1* are both ascribed mediators of intragenomic conflict during spermatogenesis [9,30]. To evaluate whether the copy number differences were sufficient to elicit X-Y intragenomic conflict during spermatogenesis among the B6-ChrY consomic strains, we evaluated phenotypes associated with disequilibrium between X-Y homologues, including sex ratio distortion and sperm head abnormalities. We observed a significant sex ratio bias in favor of females, but no difference in the mean litter size, among B6-ChrY consomic strains inheriting a *M. m. domesticus* ChrY (Figure 5A,B). Furthermore, we observed an increase in the percentage of sperm head abnormalities among B6-ChrY consomic strains inheriting a *M. m. domesticus* ChrY (Figure 5C) [9]. We performed multiple regression analyses between each of these phenotypes and ChrY multicopy gene number as predictors of X-Y intragenomic conflict and identified a significant relationship between *Sly*, *Ssty1*, *Srsy*, and *Rbmy* CNV with both sex ratio and sperm head abnormalities (Table 2 and Figure 4B,C). These data support a role for X-Y intragenomic conflict during spermatogenesis among B6-ChrY consomic strains inheriting a *M. m. domesticus* ChrY. Furthermore, regression analyses between EAE CDS for either males or females with sex ratio and sperm head abnormalities identified a significant relationship across all regressed variables, thus providing support for X-Y intragenomic conflict as the underlying factor driving the paternal POO effect on EAE among female offspring of B6-ChrY consomic mice (Table 3). However, whether X-Y intragenomic conflict is the result of CNV in *Sly* and *Ssty1*, which are the ascribed mediators of X-Y intragenomic conflict [9,30], or whether other ChrY multicopy genes contributes to this phenomenon remains to be determined. Of note, we have excluded the potential for acquired CNV in *Slx*, the ChrX homolog of *Sly*, among the consomic strains, as they all possess similar numbers of *Slx* copies for up to three generations of brother-sister matings (Table 1).

**Figure 5:**
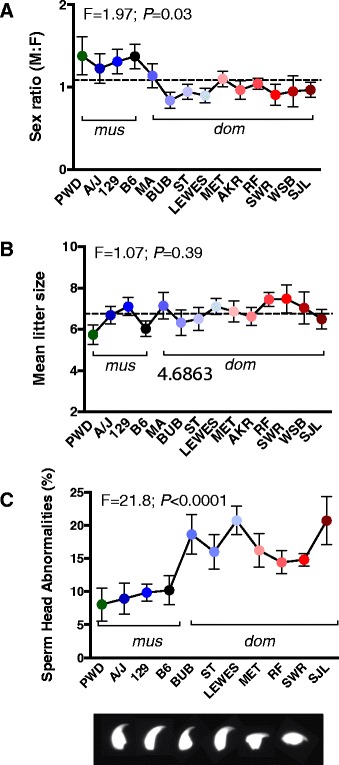
**B6-ChrY consomic strains inheriting a** ***M. mus domesticus*** **ChrY exhibit phenotypes associated with X-Y intragenomic conflict. (A)** Mean sex ratio for each strain was calculated by determining the male:female (M:F) sex ratio across all litters born to a single dam, then averaging the sex ratio across all dams tested. n ≥ 10. Significance of differences determined by one-way ANOVA. **(B)** Mean litter size for each strain was calculated by averaging the number of offspring across all litters born to one dam, then averaging litter size across all dams tested (n ≥ 10). Significance of differences determined by one-way ANOVA. **(C)** The percentage of sperm head abnormalities for each strain. The image depicts a normal sperm head on the left followed by representative pictures of abnormal sperm heads seen across the strains. Significance of differences determined by one-way ANOVA followed by Dunnett’s multiple comparisons test. *P* ≤ 0.05 for all *domesticus* B6-ChrY consomic strains. Data are represented as the mean ± standard deviation. n ≥ 5 mice per strain.

**Table 3:** **Linear regression analyses summarizing the significant relationship between EAE susceptibility and phenotypes associated with X-Y intragenomic conflict**

	**Female CDS**	**Male CDS**	**Sex ratio**	**Sperm head abnormalities**
Female CDS		F = 9.063; *P* = 0.0109	F = 11.97; *P* = 0.0047	F = 4.951; *P* = 0.05
Male CDS	F = 9.063; *P* = 0.0109		F = 7.130; *P* = 0.0204	F = 10.88; *P* = 0.0093
Sex ratio	F = 11.97; *P* = 0.0047	F = 7.130; *P* = 0.0204		F = 16.14; *P* = 0.003
Sperm head abnormalities	F = 4.951; *P* = 0.05	F = 10.88; *P* = 0.0093	F = 16.14; *P* = 0.003	

### Differential expression of microRNA species within mature sperm

We examined whether ChrY polymorphism may affect other features of mature sperm in addition to sperm morphology, specifically the presence of microRNAs (miRNAs) that are packaged within sperm during spermatogenesis [31,32]. Using miRNA microarrays, we analyzed the miRNA content in sperm from B6 and two B6-ChrY consomic strains in which CNV is low and females exhibit a significant reduction in EAE severity. To this end, triplicate samples of mature sperm from the cauda epididymis and vas deferens following the double swim-out method were pooled from five male B6, B6-ChrY^SJL^, or B6-ChrY^RF^ mice for each replicate and miRNA expression was assessed.

Principal component analysis (PCA) was conducted to describe the variation in the total miRNA data and it was able to clearly recapitulate the sample groups through PC1, which accounted for 29% of the variation. The remaining variation was spread across several components that appear to reflect within-sample group differences, with the B6 sample group exhibiting the largest variation. Of the 1,412 *Mus musculus* miRNAs present on the chip, a binary filter of *P* < 0.05 and fold change ≥2 identified 49 miRNA with differential expression in B6-ChrY^RF^ versus B6 and 23 miRNAs with differential expression in the B6-ChrY^SJL^ versus B6 comparison (Additional file 2). Fifteen of the differentially expressed miRNAs were common between the two comparisons. These data provide evidence that ChrY polymorphism influences differential miRNA processing and/or packaging in the sperm of B6, B6-ChrY^RF^, and B6-ChrY^SJL^ mice. Whether the differences in sperm miRNA content play a role in mediating the paternal POO effect on EAE in female offspring remains to be determined.

### Naïve CD4^+^ T cells from adult B6-ChrY^SJL^ mice exhibit reduced cytokine production upon stimulation

Previously, we identified profound differences in gene expression and alternative splicing in naive CD4^+^ T cells from male B6-ChrY^SJL^ consomic mice compared with B6 [20]. Considering the parallels in EAE susceptibility between male and female B6-ChrY^SJL^ consomic mice, and that CD4^+^ T cells are considered to be central mediators of MS and EAE pathogenesis [33,34], we hypothesized that we may detect changes in the basal transcriptome of CD4^+^ T cells from female offspring of B6-ChrY^SJL^ mice. To address this, RNA was isolated from CD4^+^TCRβ^+^ cells obtained using fluorescently activated cell sorting (FACS) from the lymph nodes of adult (8 weeks of age) naïve female B6-ChrY^SJL^ and B6 mice and mRNA expression and the presence of alternative splice variants were assessed.

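The arrays measured resting T helper cells of females that carry no ChrY themselves, so the groups differed in the ChrY of the fathers. There were 3 pools of B6 and 3 pools of B6-ChrY SJL females, each pool holding the axillary, brachial and inguinal lymph nodes of 5 mice. The T cell transcripts Cd4 and Cd3e lay above the upper quartile of every array, which was 8.13 to 8.19. Cd4, the co-receptor of T helper cells, averaged 11.5 ± 0.06 (SD, n = 3 pools) in B6 and 11.5 ± 0.03 in B6-ChrY SJL on the log2 scale, and Cd3e, a chain of the T-cell receptor complex, averaged 12.5 in both. Xist, the RNA of the inactive ChrX, averaged 9.89 ± 0.08 in B6 and 9.79 ± 0.02 in B6-ChrY SJL. The ChrY genes Kdm5d, Uty and Usp9y and the multicopy ChrY gene Srsy stayed below the background level of 5.98, the 95th percentile of 1210 olfactory and vomeronasal receptor transcripts on the same arrays. Amplified cDNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, 1 array per pool. The authors summarized the probe signals with RMA, which subtracts background, makes the arrays' distributions equal and gives 1 log2 value per transcript cluster, and these deposited log2 values were used as they are. They hold whole transcripts and not exons. Of 35556 deposited transcript clusters, 21789 had 1 gene symbol in the platform annotation and 1621 had several, and these 23410 were tested. The other 12146, array controls included, were not. Arrays correlated with each other at Pearson's r of 0.991 to 0.993 across transcripts, array medians lay between 6.41 and 6.44, and no array stood apart from its group. Differences were fitted with limma as B6-ChrY SJL minus B6, with its moderated variances and Benjamini-Hochberg adjustment. The number of arrays limits the precision, and an exact permutation test of 3 pools against 3 cannot give a p below 0.1.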

The PCA map of the CD4^+^TCRβ^+^ transcriptome recapitulated the sample groups through PC1, which accounted for 24.4% of the variation. 

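Among transcripts with 1 gene symbol, Hspa1a, which encodes an inducible heat-shock protein, carried the largest weight on PC1 at the B6 end, followed by Rell1, the olfactory receptor Olfr24, with an average below background, Itgae and Nrn1. Hspa1a was 10.3 ± 0.33 (SD, n = 3 pools) in B6 and 8.86 ± 0.41 in B6-ChrY SJL. The chemokine receptor transcripts Ccr4 and Ccr2 and the small nucleolar RNAs Snord118 and Snord14e also weighed toward the B6 end. At the B6-ChrY SJL end the largest weight was that of Rab4a, which encodes a GTPase of endosomal recycling and was 6.76 ± 0.24 in B6 and 7.91 ± 0.30 in B6-ChrY SJL. A transcript cluster of Trdn followed it, then Pnmal1 and Tubb3, these 3 with averages below background, and H2-Ab1, a chain of the class II molecules of antigen-presenting cells. PC1 accounted for 25.5% of the variation over all 35556 deposited transcript clusters, centred and not scaled. The B6 pools scored −8.84, −21.47 and −18.21 and the B6-ChrY SJL pools 11.43, 16.27 and 20.82, so that the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 pools against 3 allow). The gap between the nearest pools of the 2 groups was 48.0% of the range on PC1 and narrowed to 16.6% over the 1000 most variable transcript clusters.

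**Figure D1:**
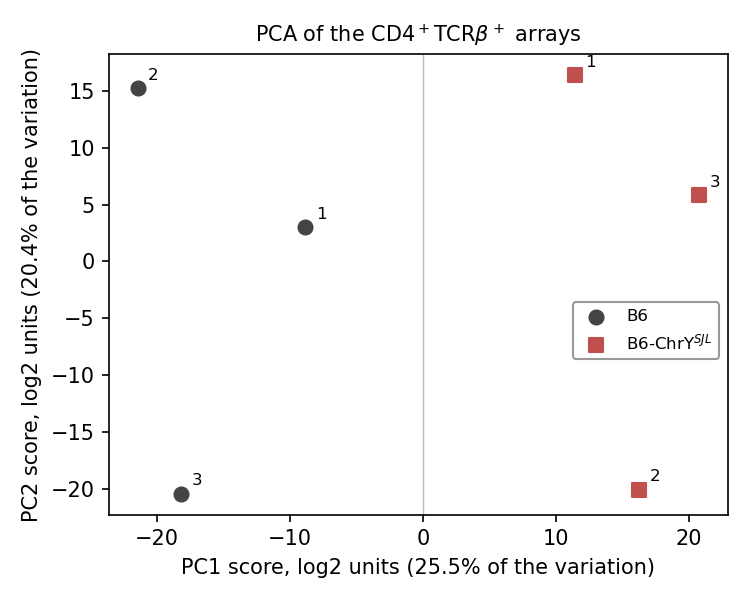
Scores of the 6 arrays on PC1 (horizontal) and PC2 (vertical), in log2 units, with B6 pools as circles and B6-ChrY SJL pools as squares, each labelled with its replicate number. The B6 pools lie at −8.84 and below on PC1 and the B6-ChrY SJL pools at 11.43 and above, while both groups spread over PC2.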

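Of the gene lists, interferon-stimulated genes varied most among the B6 pools and B cell markers most among the B6-ChrY SJL pools, where the interferon-stimulated genes came next; whether the spread of a list differed between the strains was not tested. The mean of the interferon-stimulated genes had an SD of 0.33 in B6 and 0.12 in B6-ChrY SJL, and that of the B cell markers 0.04 and 0.23. Irf7, a transcription factor of the interferon response, had an SD of 0.35 in B6 and 0.08 in B6-ChrY SJL (n = 3 pools each), and Bst2, a membrane protein that tethers viruses, had 0.20 in B6 and 0.04 in B6-ChrY SJL, while Ifit3 had 0.79 and 0.47 and Ifit2, which varied more in B6-ChrY SJL, 0.07 and 0.22. The mean of 25 such genes, each centred over the arrays, was 0.42 in B6 replicate 2 and −0.19 and −0.10 in the other B6 pools. The B cell marker H2-Ab1 had an SD of 0.46 in B6-ChrY SJL and 0.26 in B6, and the mean of 16 markers was −0.18 in B6-ChrY SJL replicate 1 and 0.19 and 0.26 in the other B6-ChrY SJL pools. PC2 to PC5 held 20.4%, 19.3%, 18.3% and 16.5% of the variation, and none of them separated the groups. The SD of the scores was larger in B6 on PC3 (20.65 against 14.58 in B6-ChrY SJL) and PC4 (21.83 against 10.68), smaller on PC5 (3.55 against 22.77) and 18.10 against 18.73 on PC2. Summed over all transcripts, the variance within B6 was 1.06 times that within B6-ChrY SJL, a ratio that 4 of the 10 ways to split the arrays gave or exceeded in either direction (exact permutation test, p = 0.4). The variance was larger in B6 for 49.1% of transcripts, and the ratio was 0.971 over transcripts above the background level and 0.983 without B6-ChrY SJL replicate 3.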

The remaining variation was spread across several components that appear to reflect within-sample group differences, with the B6 sample group exhibiting the largest variation. Filtering the gene array data using a conservative false discovery rate of <0.05 failed to identify any differentially expressed transcripts between B6-ChrY^SJL^ and B6 CD4^+^ T cells. However, 362 alternatively spliced transcripts passed a false discovery rate <0.05 (Additional file 3). These alternatively spliced genes are distributed throughout the genome and reside on all autosomes and ChrX.

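Most transcripts of the resting CD4+ T cells lay close together in the 2 strains, with a median absolute log2 fold change of 0.08, and 4 of the 23410 tested passed an FDR of 0.05 in limma, of which 3 were lower in B6-ChrY SJL and 1 was higher. Rell1, a relative of the tumor necrosis factor receptor family member RELT (transcript cluster 10530130, chromosome 5 from 64300315 to 64360115 of mm9), fell by 1.03 on the log2 scale, from 8.18 ± 0.08 (SD, n = 3 pools) in B6 to 7.15 ± 0.09 (standard error 0.08, adjusted p = 0.0134). Itgae (10378286, chromosome 11 from 72904085 to 72960943 of mm9) encodes the integrin chain CD103, which binds E-cadherin on epithelia and is carried by many regulatory T cells; it fell by 0.87 (standard error 0.08, adjusted p = 0.0218). Entpd4 (10416199), an enzyme that splits nucleotides in the Golgi apparatus, fell by 0.75 (standard error 0.07, adjusted p = 0.0218). Tubb3 (10576332), the neuronal β-tubulin, was higher by 0.79 (standard error 0.07, adjusted p = 0.0218), from 5.40 ± 0.10 to 6.19 ± 0.04, with an average below the background level. At an FDR of 0.1 there were 17 transcripts, 3 higher and 14 lower. Among them were Ide, the insulin-degrading enzyme (−0.61), Nrn1, neuritin (−0.93), Gcnt1, which branches O-glycans (−0.63, below background in both groups), Eea1, an early endosome protein (−0.54), and Wdfy1, a binder of endosomal lipids (0.75). With the methods' unmoderated linear model no transcript passed an FDR of 0.05 or 0.1 (2274 at an unadjusted p under 0.05, against 2484 in limma and 1170.5 by chance), nor did any in limma over all deposited clusters (3435) or without B6 replicate 2, B6-ChrY SJL replicate 1 or B6-ChrY SJL replicate 2 (2136, 2285 and 2517 at an unadjusted p under 0.05). Without B6 replicate 1, B6-ChrY SJL replicate 3 or B6 replicate 3 there were 2, 1 and 7 at an FDR of 0.05 and 2, 1 and 13 at an FDR of 0.1.

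Transcripts of activated, memory and regulatory T cells were lower in B6-ChrY SJL, while those of the T-cell receptor complex were not among the transcripts that differed. Of 23 genes of the activated or memory state, 16 fell when adjusted over the list alone and none at the FDR over all transcripts (median log2 fold change −0.29, adjusted p = 1.19e-14 from limma's camera with a preset correlation of 0.01, and adjusted p = 0.217 with an estimated correlation). They included S100a6 (−0.77) and S100a4 (−0.61), calcium-binding proteins, Ahnak, a large scaffold protein (−0.41), Cxcr3, a chemokine receptor of type 1 helper cells (−0.53), and Cd44, the hyaluronan receptor by which memory cells are sorted (−0.26). Ccr2, a chemokine receptor of effector cells (−0.83), and Klrg1 (−0.75) averaged below background in B6-ChrY SJL, so that the size of their difference is uncertain. Of 18 regulatory T cell genes, 11 fell when adjusted over the list alone and 1, Itgae, at the FDR over all transcripts (median −0.28, adjusted p = 1.41e-11 from camera and 0.217 with an estimated correlation). Foxp3, the transcription factor that defines regulatory T cells, was at −0.21 (standard error 0.06), Ctla4, which restrains co-stimulation, at −0.30, Nrp1 at −0.49, Entpd1 and Nt5e, which convert extracellular ATP to adenosine, at −0.38 and −0.36, and the actin-capping protein Capg at −0.47. Il2ra, the high-affinity IL-2 receptor chain, did not pass (−0.02). Of 25 cell cycle genes, 8 fell when adjusted over the list alone and none at the FDR over all transcripts (median −0.15, and −0.10 without B6-ChrY SJL replicate 1, adjusted p = 4.4e-07 from camera and 0.229 with an estimated correlation), among them the proliferation marker Mki67 (−0.62, below background in B6-ChrY SJL), the topoisomerase Top2a (−0.48) and the spindle motor Kif11 (−0.64, below background). Both CD8 T cell markers moved with these groups, with Cd8a at −0.54 (standard error 0.12) and Cd8b1 at −0.28 (standard error 0.09), both past the threshold when adjusted over their list alone (camera adjusted p = 0.00459 for the list, 0.217 with an estimated correlation). B cell markers moved the other way (16 genes, median 0.18, none past the threshold over the list alone, camera adjusted p = 0.00415 and 0.515 with an estimated correlation), with H2-Ab1 at 0.64, H2-Eb1 at 0.37, Cd72, the brightest of them, at −0.20 and Cd74 at 0.06, as did lymph node stromal markers (11 genes, median 0.15, none past the threshold over the list alone, camera adjusted p = 0.00971 and 0.313 with an estimated correlation). The call on B cell markers was lost without B6-ChrY SJL replicate 2 or 3 (adjusted p = 0.101 and 0.107, median 0.16 and 0.08) and their median was 0.31 without B6-ChrY SJL replicate 1. The call on stromal markers was lost without B6 replicate 3 or B6-ChrY SJL replicate 1 (adjusted p = 0.067 and 0.0684, median 0.05 and 0.07), and their median was 0.10 without B6 replicate 1 and 0.09 without B6-ChrY SJL replicate 3.

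None of 23 genes of the T-cell receptor complex passed at an unadjusted p under 0.05 in limma, with Cd4 at −0.03, Cd3e at 0.01 and the co-stimulatory receptor Cd28 at 0.08 (standard error 0.06). Of 12 genes of the naive state, 2 were lower at an unadjusted p under 0.05, Igfbp4 (−0.23) and Dapl1 (−0.29), and none when adjusted over the list alone. The median of the 12 was 0.05, their mean −0.01 and the camera adjusted p 0.888. With an array left out the median lay between 0.02 (without B6 replicate 2) and 0.06 (without B6-ChrY^SJL replicate 3). Camera's direction turned from up to down without B6 replicate 2 or B6-ChrY^SJL replicate 2.

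**Figure D2:**
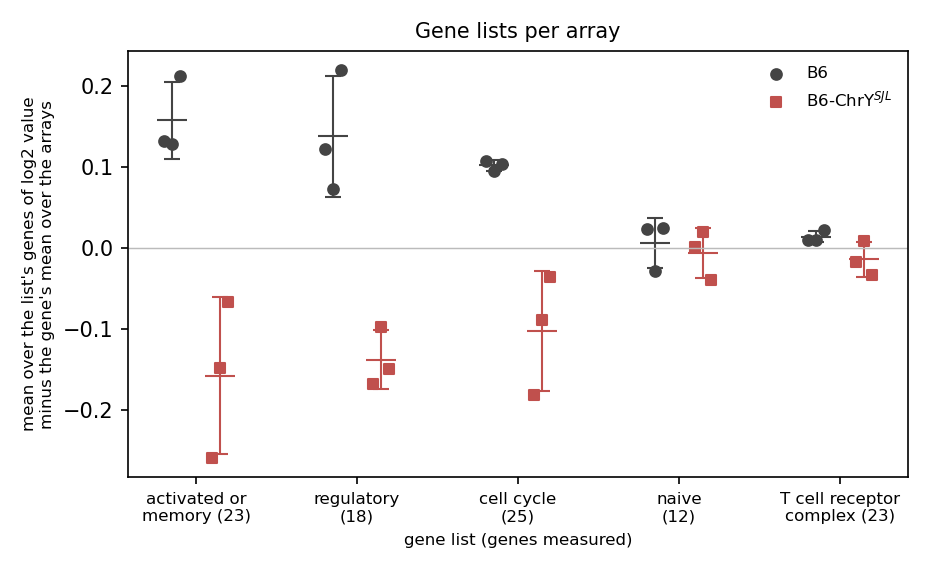
Mean over the genes of each list of the log2 value minus the gene's mean over the 6 arrays, for B6 pools (circles) and B6-ChrY SJL pools (squares); each symbol is 1 pool, and the horizontal mark and bar are the group mean and SD (n = 3). The activated or memory, regulatory and cell cycle lists average 0.16, 0.14 and 0.10 in B6 and −0.16, −0.14 and −0.10 in B6-ChrY SJL with no overlap, while the naive list overlaps.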

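As whole transcripts, most of the genes with the smallest alternative splicing p values in Additional file 3 lay close together in the 2 strains. Rb1, the retinoblastoma cell cycle regulator (chromosome 14 from 73595309 to 73725598 of mm9), has the smallest, the paper's reported value being 1.56e-11; its transcript averaged 8.72 ± 0.06 (SD, n = 3 pools) in B6 and 8.86 ± 0.24 in B6-ChrY SJL (log2 fold change 0.13, standard error 0.11, adjusted p = 0.718 from limma). Rbm5, an RNA-binding regulator of splicing (chromosome 9 from 107642702 to 107673318 of mm9), was 10.7 in both, and Usp34, a deubiquitinating enzyme, differed by 0.03. Pfdn5, a subunit of the protein-folding complex prefoldin (0.23, standard error 0.06), and Pdpk1, a kinase upstream of AKT (0.17, standard error 0.07), were the 2 of the first 10 at an unadjusted p under 0.05 in limma. None of the listed genes that encode parts of the splicing machinery passed it, Srpk1, Snrnp200, Sf3b2, Sf3b4 and Sf1 having values between −0.12 and −0.03. The largest listed difference was Rab4a, higher by 1.16 (standard error 0.16, adjusted p = 0.102), and Cpd, a carboxypeptidase of the secretory pathway (−0.51), and Nucb2, the precursor of nesfatin (−0.39), were lower when adjusted over the list alone. Of the 362 listed transcripts 347 entered the fit, and 55 of these (16 higher, 39 lower) had an unadjusted p under 0.05, where 10000 random sets matched on expression gave a median of 33. Past an FDR of 0.05 were 2, Rell1 and Itgae, and 8 when adjusted over the list alone, which the study chose on these samples and which is therefore not independent evidence. The median absolute difference was 1.06-fold, and 2 listed transcripts, Rell1 and Rab4a, differed by 2-fold or more. On the log2 scale this median was 0.079, at the 98.87th percentile of the matched sets, whose own median was 0.068. The differences were thus small but larger than in most matched sets. Listed transcripts were brighter than most, with a median of 8.82 against 6.57 for all tested and 90.5% above background against 61.6%. Exon values were not analysed here, so the test for alternative splicing itself was not repeated. The paper had hypothesized changes in the basal transcriptome of these cells and sets the listed transcripts beside the lack of whole-transcript differences at the same FDR.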

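On ChrX the listed transcripts included Kdm6a, a histone demethylase that escapes ChrX inactivation (from 17739793 to 17856484 of mm9), which averaged 8.85 ± 0.03 (SD, n = 3 pools) in B6 and 8.98 ± 0.08 in B6-ChrY SJL (log2 fold change 0.13, standard error 0.07, adjusted p = 0.554 from limma). On chromosome 1, Ptprc, the leukocyte phosphatase CD45 known for isoforms that differ between naive and memory T cells, was 12.1 in both groups (0.02, standard error 0.06). On chromosome 15, Nr4a1, an immediate early gene of T-cell receptor signaling, was at −0.37 (standard error 0.11, adjusted p = 0.368). Placed by the paper's coordinates, the listed transcripts lay on 19 autosomes and ChrX, with 11 on chromosome 18, 32 on chromosome 11, 9 on ChrX and none on ChrY. Whole-transcript differences at an unadjusted p under 0.05 among them were found on 18 of these 20 chromosomes, the exceptions being 3 and 10.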

To determine whether there were any intrinsic changes in T-cell signaling between CD4^+^ T cells from female offspring of B6-ChrY^SJL^ versus B6 mice, we purified CD4^+^ T cells from the lymph nodes, stimulated them with anti-CD3 and anti-CD28 monoclonal antibodies, and tested the supernatants for IL-17, IFN-γ, and IL-6 production after 24, 48, and 72 hours by enzyme-linked immunosorbent assay (ELISA). We observed significant reductions in IFN-γ and IL-6 cytokine secretion by stimulated CD4^+^ T cells from B6-ChrY^SJL^ compared with B6 (Figure 6), and IL-17 was consistently below the limits of detection. These data indicate that the ChrY-mediated paternal POO effect also influences biological changes in T-cell responses.

**Figure 6:**
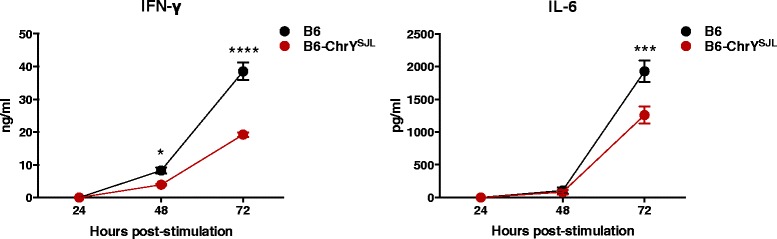
**Natural polymorphic variation in ChrY influences cytokine profiles of activated CD4** ^**+**^ **T cells from female offspring of B6-ChrY** ^**SJL**^ **consomic mice.** Purified CD4^+^ T cells from B6-ChrY^SJL^ and B6 lymph nodes were incubated with anti-CD3 and anti-CD28 monoclonal antibodies and the supernatants were tested for IFN-γ, IL-6, and IL-17 production after 24, 48, and 72 hours by ELISA. Data are representative of three independent experiments. IL-17 was below the limit of detection. Significance determined by two-way ANOVA followed by Holm-Sidak’s multiple comparisons test. *P ≤ 0.05; ***P ≤ 0.001; ****P ≤ 0.0001.

### Female sex-ratio bias among families of probands affected by SD AIDs

Many AIDs are sexually dimorphic with a female bias predominating, but the degree of the sex bias varies greatly depending on the AID [1]. Systemic AIDs, such as SLE and Sjogren’s syndrome, exhibit a strong female sex bias of 9:1. Other AIDs exhibit a more modest female sex bias, like MS and RA, while some diseases exhibit no sex bias, such as T1D and Crohn’s disease. To expand on the findings of Moorty *et al*., we calculated the sibling sex ratios of families with probands for MS, RA, and T1D. We found sex ratio distortion in favor of females only in SD AIDs, including MS, RA, SLE, and PaJRA, but not within families of probands affected with non-SD AIDs, including SoJRA and T1D (Table 4). Taken together, our findings suggest that the female-biased SD in prevalence observed in many AIDs may not only reflect negative selection of male fetuses early in the course of conception/pregnancy [5], but also negative selection on Y-bearing sperm during spermatogenesis.

**Table 4:** **Sibling sex ratios of families with probands with SD or non-SD AIDs**

**Autoimmune disease**	**Sexual dimorphism**	**Male**	**Female**	**Sex ratio**
**Multiple sclerosis**	F > M			
Jorge Oksenberg (personal communication)		531	1,356	0.39
Bertrand Fontaine (personal communication)		252	405	0.62
Sawcer *et al*. [35]		190	388	0.49
Ebers *et al*. [36]		220	366	0.6
**Systemic lupus erythematosus**	F > M			
Aggarwal *et al*. [5]		3,201	5,434	0.59
Moorthy *et al*. [4]		115	181	0.64
**Rheumatoid arthritis**	F > M			
Lindsey Criswell (personal communication) [37]		987	1,633	0.6
Peter Gregersen (NARAC)		2,032	3,087	0.66
**Pauciarticular onset juvenile arthritis**	F > M	62	114	0.54
Moorthy *et al*. [4]				
**Systemic onset juvenile arthritis**				
Moorthy *et al*. [4]	F = M	32	32	1
**Type 1 diabetes**	F = M			
Patrick Concannon (personal communication)		1,589	1,489	1.07
John Todd (personal communication)		3,707	3,627	1.07

F, female; M, male.

## Conclusions

Our data show that CNV between sex chromosome multi-copy genes results in X-Y intragenomic conflict during spermatogenesis and is significantly linked to differences in EAE severity among female offspring of B6-ChrY consomic strains. The mammalian sex chromosome interaction is reminiscent of interactions between the ChrX and ChrY encoded multi-copy genes *Stellate* (*Ste*) and *Suppressor of Stellate* (*Su(ste)*) in *Drosophila*. Deletions of the *Drosophila* Y-linked *Su(ste)* locus cause spermatogenenic phenotypes, and it has been suggested that interactions between *Ste* and *Su(ste)* during spermatogenesis might influence the sex ratio through the differential viability of X-bearing and Y-bearing gametes [38,39]. However, the mechanisms through which *Su(ste)* suppresses the *Ste* locus on ChrX remain poorly elucidated. Similarly, the mechanism by which ChrY CNV impacts the paternal POO effect on EAE in female offspring remains unknown.

Whether X-Y intragenomic conflict occurs in humans remains unknown, although our data showing that families of probands with female-biased SD in AID prevalence (MS, SLE, RA, and PaJRA) also exhibit a female-biased sex ratio, whereas families of probands affected with non-SD AIDs (SoJRA and T1D) exhibit unbiased sex ratios, suggests that X-Y intragenomic conflict may play a role in AID susceptibility in humans. Furthermore, as in *Drosophila* and mice, the human ChrY contains over 10 Mb of ampliconic sequence containing multicopy gene families critical for spermatogenesis, some of which are amplified versions of ChrX homologues with testis-specific expression patterns, that represent potential candidates for X-Y intragenomic conflict [40]. Thus, we provide evidence for a genetic mechanism at the level of the gamete that contributes to the paternal POO effect on EAE susceptibility in adult female mice, raising the possibility that a similar mechanism may contribute to the SD in MS susceptibility.

## Materials and methods

### Mice

All mice in this study were bred and maintained in the animal facility at the University of Vermont. The B6-ChrY consomic panel of mice used in this study was purchased from The Jackson Laboratory (Bar Harbor, ME, USA). The number of backcrosses performed prior to cryopreservation is indicated next to each strain when this information was available on The Jackson Laboratory website [41]. Males from each consomic strain were backcrossed to female C57BL/6 J mice for two generations prior to experimentation. C57BL/6 J (B6), C57BL/6 J-ChrY^129S1/SvImJ^/NaJ (B6-ChrY^129^), C57BL/6JEi-ChrY^A/J^/EiJ (B6-ChrY^AJ^) N17, C57BL/6JEi-ChrY^AKR/J^/EiJ (B6-ChrY^AKR^) N73, C57BL/6JEi-ChrY^BUB/BnJ^/EiJ (B6-ChrY^BUB^) N22, C57BL/6JEi-ChrY^LEWES^/EiJ (B6-ChrY^LEWES^) N33, C57BL/6-ChrY^PWD/Ph^/ForeJ (B6-ChrY^PWD^) N14, C57BL/6JEi-ChrY^RF/J^/EiJ (B6-ChrY^RF^) N22, C57BL/6JEi-ChrY^SJL/J^/EiJ (B6-ChrY^SJL^) N20, C57BL/6JEi-ChrY^ST/bJ^/EiJ (B6-ChrY^ST^) N20, C57BL/6JEi-ChrY^WSB/Ei^/EiJ (B6-ChrY^WSB^) N11, B6Ei.MA-*A*ChrY^MA/MyJ^/EiJ (B6-ChrY^MA^) N19, and B6Ei.SWR-*A*ChrY^SWR/J^/EiJ (B6-ChrY^SWR^) N20. All B6-ChrY consomic strains were maintained by breeding siblings for up to three generations and then backcrossing to B6 mice purchased from The Jackson Laboratory. Animals were housed in specific pathogen-free conditions under National Institutes of Health guidelines, and all experiments performed in this study were approved by the Animal Care and Use Committee of the University of Vermont.

### Genome-wide SNP analysis

DNA isolated from the male B6-ChrY consomic mice purchased from The Jackson Laboratory was tested for donor strain contamination using the Mouse Universal Genotyping Array (MUGA) platform (GeneSeek, Inc., Lincoln, NE, USA). MUGA is a 7,851 SNP marker genotyping array built on the Illumina Infinium platform. SNP markers are distributed throughout the mouse genome with an average spacing of 325 kb.

### Induction and evaluation of EAE

Mice were immunized for the induction of EAE using the double-inoculation (2×) protocol. Mice were injected subcutaneously with a sonicated emulsion of 100 μg of MOG_35-55_ in combination with an equal volume of CFA containing 200 μg of *Mycobacterium tuberculosis* H37RA (Difco Laboratories, Detroit, MI, USA) in the posterior right and left flank; one week later all mice were similarly injected at two sites on the right and left flank anterior of the initial injection sites. Mice were scored daily starting at day 12 post-injection and clinical quantitative trait variables, including disease incidence, mean day of onset, cumulative disease score, number of days affected, overall severity index, and peak score, were generated [42].

CNS histopathologic evaluations were done as previously described [43]. Briefly, brains and spinal cords were dissected on the 30th day post-immunization, fixed in 10% phosphate-buffered formalin, and sections were stained with hematoxylin and eosin and representative areas of the brain and spinal cords were scored in a semiquantitative fashion for the various lesions. The following components of the lesions were assessed: 1) severity of the lesion as represented by each component of the histopathological assessment; 2) extent and degree of myelin loss and tissue injury (swollen axon sheaths, swollen axons, and reactive gliosis); 3) severity of the acute inflammatory response (predominantly neutrophils); and 4) severity of the chronic inflammatory response (lymphocytes/macrophages). A score was assigned separately to the entire brain and spinal cord for each lesion characteristic based on a subjective scale ranging from 0 to 5. A score of 0 indicates no lesions; 1 indicates minimal; 2, mild; 3, moderate; 4, marked; and 5, severe lesions.

### Anogenital distance

AGD was measured from the base of the genital area to the base of the anus at 5 weeks of age using a standard millimeter ruler. One experimenter measured AGD throughout the study to reduce error. Analysis was carried out using the AGD values after correcting for body weight. AGD measurements for both males and females were generated using offspring from multiple dams across multiple litters.

### Gene copy number assay

Tail DNA was isolated from a minimum of three male mice from each B6-ChrY consomic line and wild-type B6 for ChrY CNV analysis. Tail DNA was isolated from a minimum of three female offspring of B6-ChrY consomic strains after three generations of brother-sister matings for ChrX *Slx* CNV analysis. DNA was quantified by Nanodrop and diluted to 5 ng/μl in nuclease-free H_2_O. FAM dye-labeled PCR primers for each ChrY multicopy gene were designed using the Custom Taqman® Assay Design Tool on the Life Technologies website by entering the DNA sequence obtained from Mouse Genome Informatics. VIC dye-labeled mouse *Tfrc* Taqman® Copy Number Reference Assay was used in the duplex real-time PCR reaction and run on the 7500 real-time PCR system according to the manufacturer’s instructions. Data were analyzed using ABI Prism® SDS 2.1 software followed by the CopyCaller® Software Version 2.0 (Life Technologies, Carlsbad, CA, USA). The ΔCt mean for the B6 calibrator sample was subtracted from the ΔCt mean for each B6-ChrY consomic sample, generating the ΔΔCt value for the sample. Copy number was then calculated using the following equation: copy number = cn_c_2^-ΔΔCt^, where cn_c_ is the copy number for B6 as depicted in Table 1 [29].

### CD4^+^ T-cell activation and ELISA

Three biological replicates of CD4^+^ T cells were purified from axillary, brachial, and inguinal lymph nodes pooled from five mice using the EasySep mouse CD4^+^ T-cell enrichment kit and EasySep magnet following the manufacturer’s instructions (Stemcell Technologies, Vancouver, Canada). Nonpolarized effector T cells were generated as previously described [44]. Supernatants were removed after 24, 48 and 72 hours and frozen at -80°C until cytokine levels were tested by ELISA.

### Sperm morphology

Epidydimal sperm was collected using the double swim-out method. The large pieces of tissue were removed using forceps, and the remaining media was filtered through 150 μM mesh into a 15 ml tube. Sperm were pelleted by centrifugation and resuspended in 1 ml of methanol/acetic acid (3:1) fixative and incubated on ice for 5 minutes. Sperm were streaked onto glass slides, allowed to air dry, and mounted using Vectashield mounting medium with DAPI (Vector Laboratories, Burlingame, CA, USA). Morphology was assessed using an Olympus BX50 light microscope with a 60× objective under oil and UV light. Images of the sperm were captured and the number of grossly abnormal sperm as described by Riel *et al*. [16] was assessed by averaging the scoring of 300 sperm per male by two separate individuals. The average perventage coefficient of variation between the two individuals was 9.3.

### FACS-purified CD4^+^ T cells

Three biological replicates were pooled from the axillary, brachial, and inguinal lymph nodes from fvie mice for each replicate. Cells were washed with phosphate-buffered saline (PBS)/1% fetal calf serum (FCS), pelleted at 300 g for 5 minutes at 4°C. A working stock of Live/Dead-775 dye (Invitrogen L10119) was made by adding 1 μl of reconstituted dye to 1 ml PBS and cells were resuspended in 100 μl of working stock per 1 × 10^6^ cells. Cells were incubated for 30 minutes on ice in the dark. Cells were washed with cold PBS/1% FCS, pelleted, and resuspended in 100 μl of an antibody mixture containing 1 μg/ml PerCp-Cy5.5 anti-mouse TCRβ chain and 1 μg/ml Alexa Flour® 488 anti-mouse CD4 antibodies in PBS/1% FCS. Cells were incubated on ice in the dark for 30 minutes and then washed with cold PBS/1% FCS, pelleted, and resuspended at a concentration of 10 × 10^6^ cells per 1 ml of PBS/10% FCS. Cells were filtered through 50 μm nylon mesh and sorted using BD FACSAria to collect approximately 3 × 10^6^ CD4^+^ T cells per sample.

### RNA isolation

RNA was isolated using the Qiagen RNeasy® Plus Mini Kit following the manufacturer’s instructions (Qiagen, Valencia, CA, USA). RNA was eluted using 30 μl RNase-free H_2_O and 0.5 μl Superase (Life Technologies) was added to each sample. RNA was quantified on ND 1000 spectrophotometer v.3.3.1 (ThermoScientific, Wilmington, DE, USA) and quality assessed on a 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA). RNA was stored at -80°C and submitted to the Vermont Genetics Network Microarray Facility.

### Mouse gene array target preparation

Oligonucleotide microarray analysis of RNA expression levels was performed in the Vermont Genetics Network Microarray Facility using the Affymetrix GeneChip Platform (Affymetrix Inc., Santa Clara, CA, USA) according to the manufacturer’s protocols. In brief, the Nugen Ovation system v.2 with SPIA® RNA amplification was employed to convert 50 ng of total RNA to cDNA. This isothermal RNA amplification system produces 5 to 12 μg of anti-sense cDNA targets that is followed by several steps to produce sense strand cDNA to be fragmented, biotinylated and hybridized to the genechip. After purification and fragmentation, biotinylated-cDNA targets were hybridized to the Mouse Gene 1.0 ST Arrays oligonucleotide arrays for 16 hours at 45°C. Hybridized arrays were washed and stained with streptavidin-phycoerythrin followed by sequential incubations with biotin-coupled polyclonal anti-streptavidin antibody and streptavidin phycoerythrin as a fluorescent amplification step. After staining, arrays were scanned (3000-7G Scanner, Affymetrix Inc.) and data collected for statistical analysis.

### Mouse miRNA array target preparation

Epidydimal sperm were treated with somatic cell lysis buffer (0.1% SDS, 0.5% Triton X-100) and miRNA was isolated using the mirVana miRNA isolation method for enrichment of small RNAs (Life Technologies). Total RNA containing small RNA was labeled using the Flashtag RNA labeling kit (Genisphere, Hatfield, PA, USA) and performed in the Vermont Genetics Network Microarray Facility as previously described [20].

### Calculation of probe set statistics

Probe-level intensities were calculated using the Robust Multichip Average (RMA) algorithm, including background correction, normalization (quantile), and summarization (median polish), for each probe set and sample, as is implemented in Partek Genomic Suites®, version 6.6 (Partek Inc., St Louis, MO, USA). Sample quality was assessed based on the relative log expression, and normalized unscaled standard error. PCA of the dataset was also used to look for outlier samples that would potentially introduce latent variation into the analysis of differential expression across sample groups. Linear modeling of sample groups and identification of alternatively spliced variants was performed using ANOVA as implemented in Partek Genomic Suites. The magnitude of the response (fold change calculated using the least square mean) and the *P*-value associated with each probe set and binary comparison were calculated, as well as a step-up, adjusted *P*-value for the purpose of controlling the false discovery rate [45].

### Human sex ratio data

Birth sex ratio data were obtained for each human autoimmune disease presented in Table 4 by using the complete family structures for all respective patients and multiplex families. As with studies looking at the birth sex ratios in SLE [4,5], the total number of male and female siblings for probands with each autoimmune disease was calculated and male-to-female sex ratios generated by dividing the number of male siblings by the number of female siblings.

### Statistics

The statistical analyses for EAE clinical disease traits and sex ratio data were performed using SAS version 9.2 and 9.3, respectively (SAS Institute Inc., Cary, NY, USA). All other analyses were performed using GraphPad Prism version 6 (GraphPad Software, San Diego, CA, USA). The specific tests used are detailed in the figure legends. A *P*-value of ≤0.05 was considered significant.

### Data access

The microarray data discussed in this manuscript have been deposited in the NCBI Gene Expression Omnibus (GEO) [46] and are accessible through GEO SuperSeries accession number GSE65048 [47].

## Additional files

The following additional data files are available with the online version of this paper. Additional file 1:
**Table containing Mouse Universal Genotyping Array SNP data for B6-ChrY consomic strains.**
Additional file 2:
**List of the differentially expressed miRNAs for B6-ChrY** ^**SJL**^ **versus B6 and B6-ChrY** ^**RF**^ **versus B6 sperm microarray dataset, including** ***P*** **-values and fold changes.**
Additional file 3:
**List of alternatively spliced transcripts between B6-ChrY** ^**SJL**^ **and B6 CD4** ^**+**^ **T cells.**

## Abbreviations

AGD: anogenital distance
AID: autoimmune disease
B6: C57BL/6 J
B6-ChrY: C57BL/6 J Y chromosome consomic strains
CDS: cumulative disease score
CFA: complete Freund’s adjuvant
ChrX: X chromosome
ChrY: Y chromosome
CNS: central nervous system
CNV: copy number variation
EAE: experimental allergic encephalomyelitis
ELISA: enzyme-linked immunosorbent assay
FACS: fluorescently activated cell sorting
FCS: fetal calf serum
IFN: interferon
IL: interleukin
miRNA: microRNA
MOG_35-55_: myelin oligodendrocyte glycoprotein peptide 35-55
MS: multiple sclerosis
PaJRA: pauciarticular onset juvenile arthritis
PBS: phosphate-buffered saline
PCA: principal component analysis
POO: parent-of-origin
RA: rheumatoid arthritis
SD: sexual dimorphism/sexually dimorphic
SLE: systemic lupus erythematosus
SNP: single nucleotide polymorphism
SoJRA: systemic onset juvenile arthritis
T1D: type 1 diabetes

# Supplementary material for: Copy number variation in Y chromosome multicopy genes is linked to a paternal parent-of-origin effect on CNS autoimmune disease in female offspring
**Source:** Genome Biol. 2015 Feb 10;16(1):28. doi: 10.1186/s13059-015-0591-7
**Supplement:** Additional file 2: — List of the differentially expressed miRNAs for B6-ChrY SJL versus B6 and B6-ChrY RF versus B6 sperm microarray dataset, including P -values and fold changes.

| Differentially Expressed Sperm miRNAs – B6-ChrY^SJL^ vs. B6 | | | | |
| --- | --- | --- | --- | --- |
| Affymetrix Probeset ID | **miRNA Symbol** | **Fold Change** | **p-value** | **Description** |
| mmu-miR-128_st | N/A | 2.17398 | 0.0363645 | SJL up vs. B6 |
| mmu-miR-140_st | miR-140-5p (and other miRNAs w/seed AGUGGUU) | 2.00772 | 0.0294944 | SJL up vs. B6 |
| mmu-miR-148b_st | miR-148a-3p (and other miRNAs w/seed CAGUGCA) | 2.99195 | 0.0246266 | SJL up vs. B6 |
| mmu-miR-192_st | miR-192-5p (and other miRNAs w/seed UGACCUA) | 2.11009 | 5.24E-05 | SJL up vs. B6 |
| mmu-miR-301a_st | miR-130a-3p (and other miRNAs w/seed AGUGCAA) | 2.56787 | 0.0155232 | SJL up vs. B6 |
| mmu-miR-30e-star_st | miR-30a-3p (and other miRNAs w/seed UUUCAGU) | 2.67058 | 0.0129912 | SJL up vs. B6 |
| mmu-miR-320_st | miR-320b (and other miRNAs w/seed AAAGCUG) | -2.24578 | 2.62E-06 | SJL down vs. B6 |
| mmu-miR-375_st | miR-375-3p (and other miRNAs w/seed UUGUUCG) | 2.57875 | 0.00656423 | SJL up vs. B6 |
| mmu-miR-210_st | miR-210-3p (and other miRNAs w/seed UGUGCGU) | -2.07096 | 0.00161906 | SJL down vs. B6 |
| mmu-miR-466e-3p_st | miR-297a-3p (and other miRNAs w/seed AUACAUA) | 2.3024 | 0.0480705 | SJL up vs. B6 |
| mmu-miR-34b-5p_st | miR-34a-5p (and other miRNAs w/seed GGCAGUG) | 2.06895 | 0.0192813 | SJL up vs. B6 |
| mmu-miR-465a-3p_st | miR-465b-3p (and other miRNAs w/seed AUCAGGG) | 2.08868 | 0.0261463 | SJL up vs. B6 |
| mmu-miR-465a-5p_st | miR-465b-5p (and other miRNAs w/seed AUUUAGA) | 3.87336 | 0.0104721 | SJL up vs. B6 |
| mmu-miR-465b-3p_st | N/A | 2.25858 | 0.0194369 | SJL up vs. B6 |
| mmu-miR-465c-3p_st | N/A | 2.08372 | 0.0225991 | SJL up vs. B6 |
| mmu-miR-465c-5p_st | N/A | 3.87766 | 0.00239994 | SJL up vs. B6 |
| mmu-miR-467c_st | miR-467c-5p (and other miRNAs w/seed AAGUGCG) | 2.22652 | 0.023487 | SJL up vs. B6 |
| mmu-miR-467e_st | miR-467e-5p (and other miRNAs w/seed UAAGUGU) | 2.55823 | 0.0355901 | SJL up vs. B6 |
| mmu-miR-493_st | miR-493-3p (and other miRNAs w/seed GAAGGUC) | -3.60841 | 0.00134193 | SJL down vs. B6 |
| mmu-miR-671-3p_st | miR-671-3p (and other miRNAs w/seed CCGGUUC) | -2.07114 | 0.0143378 | SJL down vs. B6 |
| mmu-miR-741_st | miR-741-3p (and other miRNAs w/seed GAGAGAU) | 2.33176 | 0.0284476 | SJL up vs. B6 |
| mmu-miR-743b-3p_st | miR-743b-3p (and other miRNAs w/seed AAAGACA) | 2.23003 | 0.0242328 | SJL up vs. B6 |
| mmu-miR-883a-3p_st | miR-883-3p (and other miRNAs w/seed AACUGCA) | 2.37675 | 0.0255776 | SJL up vs. B6 |

How the deposited data were processed for this re-analysis (not part of the article)

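RNA of CD4+TCRβ+ cells of naive females aged 8 weeks, sorted from their inguinal, axillary and brachial lymph nodes, was measured on 6 arrays, 3 of B6 and 3 of B6-ChrY SJL, each of a pool of 5 mice, from 50 ng of RNA amplified before labelling. The authors processed the Affymetrix Mouse Gene 1.0 ST signals with RMA in Partek Genomic Suites and deposited 1 log2 value per transcript cluster and array, already background-corrected, quantile-normalized and summarized over probes; the submitters' processing notes also name GCOS and the mm9 build. These values were used without further normalization. Pools of one strain were taken as replicates as the methods describe them. Every array column matched 1 sample.

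Transcript clusters were named through the platform annotation, with symbols updated through the gene identifiers of a RefSeq table for GRCm38.p6, which was used for names and for the order of genes only; chromosome positions are those that Additional file 3 prints. Clusters with several symbols were tested and counted but not named. The 23410 named clusters were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, B6-ChrY SJL minus B6, no block), with Benjamini-Hochberg adjustment over all of them, called FDR or adjusted p throughout; every adjusted p of a gene is limma's. The background level, 5.98, is the 95th percentile of the 6-array means of olfactory and vomeronasal receptor transcripts, which T cells are not known to use, and 61.6% of the tested transcripts lay above it. Signal over background and the number of arrays set the precision. The median standard error of a log2 fold change was 0.08.

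Before the data were examined, 30 gene lists were fixed: T cell states and helper subsets, signalling, stress, interferon, cell cycle, splicing, sex chromosome, other cell types and technical classes. The multicopy ChrY genes and their ChrX homologues had 1 measured gene each and were not tested as lists. The other 28 were tested with limma's camera at a preset correlation of 0.01 over 19938 genes (the brightest cluster of each), with the Benjamini-Hochberg adjustment over lists, and again with the correlation estimated per list, which left no list past an FDR of 0.05; fry was run beside it. PCA used all deposited clusters, centred and not scaled. Separation on PC1, list means and variance ratios were tested by exact two-sided permutation over the 10 splits of the 6 arrays. Listed alternatively spliced transcripts were compared with 10000 random sets drawn from 20 classes of expression. The exon-level test of the paper was not repeated.

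The rule for the genes named was fixed at the same time: T cell and copy number genes that the paper names, the 10 highest and 10 lowest log2 fold changes without overlap between groups at an unadjusted p under 0.05, every transcript past an FDR of 0.05, the 4 members of each list with the smallest p, the 10 listed transcripts with the smallest splicing p (seen beforehand), listed transcripts that belong to a gene list, and markers of sex. Other list members, the transcripts at an FDR of 0.1, those with the largest weights on PC1, and genes next to these were named after their values were seen. The alternatives were other variance models, array weights, filters on dim transcripts, all deposited clusters, other normalizations, averaging over a gene's clusters, the replicate number as a block, and each array left out; normalizations of the gene lists by median-centring and repeated quantile normalization, and the count at an FDR of 0.1 under each alternative, were added after seeing the data. The fit was tested on simulated data for the comparison of the strains over 23410 transcripts: at an FDR of 0.05 it recovered 55% of 100 transcripts changed by 0.5 and 96% of 100 changed by 1 on the log2 scale, with 8 unchanged transcripts called. A list of genes shifted by −0.3 was called and none of the others was. On the real arrays the other splits gave 2 to 6 lists, so the simulation does not show how often camera calls lists falsely here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.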

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

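The tests of natural killer, myeloid and CD8 T cells, of the naive genes, of the overlap with Additional file 3, of the other small RNAs above background and of the other splits at an FDR of 0.1 were chosen only after the results they bear on were seen.

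The paper reports no differentially expressed transcript on these arrays and lists 362 alternatively spliced ones in Additional file 3; 4 transcripts passed an FDR of 0.05 in limma (Rell1, Itgae, Entpd4 and Tubb3), of which Rell1 and Itgae are in that file. It tests no gene lists, and 10 of 28 passed an FDR of 0.05 in camera with a preset correlation and 0 with an estimated correlation. The real grouping is 1 of only 10 ways to split the arrays 3 against 3, too few for a share under 0.05. The real values and the highest among the other splits were 4 and 0 for transcripts past an FDR of 0.05 in limma, 17 and 0 past an FDR of 0.1, 2484 and 1454 at an unadjusted p under 0.05, 6 and 2 at that p with a 2-fold change, 10 and 6 for gene lists, and 55 and 12 for listed alternatively spliced transcripts at an unadjusted p under 0.05. The study chose the listed transcripts by comparing the strains on these same samples, which favours the real split. The 55 against 12 therefore decides nothing.

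Activated or memory, regulatory and cell cycle genes were lower together in B6-ChrY SJL, with mean shifts of −0.31, −0.28 and −0.20 (adjusted p = 0.217, 0.217 and 0.229 from camera with an estimated correlation). Stress of the cells stays open as the whole or a part of the cause. The shift of the activated, memory and regulatory genes was −0.222 (standard error 0.049) with the stress genes as a covariate and −0.297 without. That covariate is the mean of 30 genes, which mix the heat-shock gene Hspa1a (−1.42) with T-cell receptor response genes such as Nr4a1 (−0.37). Its own shift was −0.16, so it may correct too little, and the remaining shift decides nothing. The regulatory list, which is part of the pattern itself, had a shift of −0.275 (standard error 0.0478). In it Foxp3, which defines a CD4 subset, was at −0.21 (standard error 0.06). These values cannot decide about CD8 T, natural killer or myeloid cells in the B6 pools. The fall of this list is part of what is to be explained, and Foxp3 is a single member of it. Natural killer, myeloid and CD8 T cells, all of which the CD4 and TCRβ gate would remove, therefore stay open as the whole or a part of the cause. The activated or memory list fell further than the natural killer list (difference −0.262, standard error 0.0518) and the myeloid list (−0.314, standard error 0.0735). However, 7 of 11 natural killer and 12 of 18 myeloid genes lay below background. Their brightest genes, Klrd1 (8.88, at −0.14, standard error 0.11) and Ctss (10.8, at −0.01, standard error 0.07), could hide a small share. Both CD8 markers (Cd8b1, 7.99, and Cd8a) were lower. Another candidate explanation that stays open is a smaller share of memory and regulatory cells among the sorted cells; the naive list, which it should raise, was at −0.0125 (standard error 0.0248) and decides nothing, since its genes would move little. The fathers' ChrY, the difference the design names, also stays open and cannot be separated from a difference between pools with these arrays.

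Outside the gene lists, 10 named genes shifted at an FDR of 0.1, 3 higher and 7 lower, among them Rell1, Entpd4, Ide and Wdfy1, out of 17 transcripts at that FDR, a number that was 2 without B6 replicate 1, 13 without B6 replicate 3, 1 without B6-ChrY SJL replicate 3 and 0 in limma without B6 replicate 2, B6-ChrY SJL replicate 1 or B6-ChrY SJL replicate 2 (2136, 2285 and 2517 at an unadjusted p under 0.05). A copy number or other local change may span neighbours: of the 38 nearest genes above background, 4 shifted the same way at an unadjusted p under 0.05 (10.5%, against a median of 5% and a 95th percentile of 12.5% over 10000 random sets), among them Pgm2 beside Rell1 (−0.32), which leaves it open. A sequence difference that reaches only some probes could also shift them, and 1 gene, Rell1, is in Additional file 3, where matched sets gave a median of 0 and a 95th percentile of 1, which decides nothing. Signal near background concerns 20% of them, Tubb3 and Gcnt1, too few for the whole group and too many to set it aside. The paper's genome-wide SNP analysis found no sign of donor DNA in the consomic males. It was not a test of copy number or of the sequence between its markers. The methods give the consomic strain and the control different B6 substrain names, and a difference between these colonies was not tested. These explanations and the fathers' ChrY cannot be told apart here.

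Small nucleolar RNAs, which guide the modification of ribosomal RNA, had a mean shift of −0.16 in B6-ChrY SJL, with 5 of 51 lower when adjusted over the list alone, none over all transcripts, and an adjusted p of 5.63e-06 from camera that was 0.217 with an estimated correlation. The 313 other small RNAs were at 0.05, a difference of −0.204 (standard error 0.0503), but 193 of them did not lie above background. The 120 above background were at 0.06, a difference of −0.22 (standard error 0.0534), and argue against an equal loss of all small RNAs. How far the RNA isolation kit keeps RNAs of each length was not tested. Uneven recovery of the small nucleolar RNAs therefore stays open. With the stress genes as a covariate their shift was −0.214 (standard error 0.0409). Stress of the cells stays open as well, since that covariate may correct too little. Lower levels of the host transcripts stay open: 6 host genes had a mean shift of −0.124 (standard error 0.0275), with Snhg5 at −0.26, while Gas5, the brightest of them, was at 0.02. These were Gas5 and Snhg genes only, and hosts of other kinds were not tested. No test here separated a change in the cells from the remaining technical differences between pools.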

How the results depend on the processing

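The normalizations of the gene lists by median-centring and repeated quantile normalization, and the alternatives for the count at an FDR of 0.1, were chosen after seeing the data. The count of transcripts past an FDR of 0.05 depended on the choices: 4 as reported, 0 with the methods' unmoderated linear model (2274 at an unadjusted p under 0.05) and 0 in limma over all deposited clusters (3435), 55 with a variance trend, 13 over transcripts above background, 10 over those above the median, 11 with median-centred arrays, 2 with repeated quantile normalization, 2 with cyclic loess and 13 averaged per gene, and the causes were not tested. The 4 transcripts were all among those called with the variance trend, median-centring and averaging, and 2 of them with cyclic loess. Leaving out single arrays gave 0 to 7: 0 in limma without B6 replicate 2, B6-ChrY SJL replicate 1 or B6-ChrY SJL replicate 2 (2136, 2285 and 2517 at an unadjusted p under 0.05), 1 without B6-ChrY SJL replicate 3, 2 without B6 replicate 1 and 7 without B6 replicate 3. At an FDR of 0.1, 17 transcripts became 0 with the unmoderated model, 0 in limma over all deposited clusters, 119 with the trend, 38 above background, 27 above the median, 28 median-centred, 6 with the replicate block and 0 to 13 with an array left out. Transcripts at an unadjusted p under 0.05 with a 2-fold change numbered 30 over all deposited clusters, 3 averaged per gene and 6 to 10 with an array left out. PC1 held 28.9% over named transcripts, 30.6% above background and 28.5% to 30.9% with an array left out, and the gap on PC1 was 16.6% of its range over the 1000 most variable transcripts. The within-group variance ratio turned to 0.971 above background and ranged from 0.983 (without B6-ChrY SJL replicate 3) to 1.13 with an array left out; the cause was not tested. Gene lists past an FDR of 0.05 numbered 0 in camera with an estimated correlation and 8 to 13 otherwise. The activated or memory, regulatory, cell cycle and small nucleolar RNA lists passed in 14 of 15 settings each, all but that one. None of these 14 settings estimated the correlation, for which the estimates were 0.193, 0.229, 0.156 and 0.0517, so they are not independent checks. Limma's fry gave these lists adjusted p values of 0.0269, 0.0269, 0.0478 and 0.0478. It gave 0.405 for B cell markers, 0.263 for stress genes, 0.121 for ribosomal protein genes and 0.121 for stromal markers. Ranks in camera ended the calls on type 2 helper genes (adjusted p = 0.0608) and CD8 markers (0.054), and the filter at background brought in type 17 helper genes (0.0162), oxidative phosphorylation (0.0373) and olfactory receptors (0.0221). Single arrays ended the call on stress genes (adjusted p = 0.0902 without B6 replicate 3), on stromal markers (0.067 without B6 replicate 3 and 0.0684 without B6-ChrY SJL replicate 1) and on ribosomal protein genes (0.101 without B6-ChrY SJL replicate 2), and the interferon list passed without B6 replicate 1, 2 or 3 or B6-ChrY SJL replicate 2, its median being −0.20, 0.10, −0.14 and −0.14. The expression percentile of the listed transcripts was 83.3 over all deposited clusters and 81.2 to 81.6 with an array left out. With the replicate block 3 transcripts passed an FDR of 0.05, 1 of them among the 4, and same-numbered pools deviated from their group means with correlations of 0.0174, −0.0203 and −0.0127, so that the numbers do not pair the pools. Of 954 values of the 106 genes named, 923 kept their direction and no gene at an unadjusted p under 0.05 in limma changed sign under cyclic loess, array weights, the replicate block or with an array left out. Of 136 other values, 92 stayed within the limits set for a change.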

Differences from the paper's values

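The paper reports 0 differentially expressed transcripts at an FDR under 0.05, and 4 passed here in limma over the 23410 named transcripts. Of the alternatives set before the data were examined, those that gave the paper's 0 were the methods' unmoderated linear model (2274 at an unadjusted p under 0.05) and, in limma, all deposited clusters (3435), the arrays without B6 replicate 2 (2136), without B6-ChrY SJL replicate 1 (2285) and without B6-ChrY SJL replicate 2 (2517). The others gave 1 to 55: the variance trend 55, robust variances 4, array weights 6, the filter at background 13, the filter at the median 10, median-centring 11, repeated quantile normalization 2, cyclic loess 2, averaging per gene 13, the replicate block 3, and the arrays without B6 replicate 1, B6 replicate 3 and B6-ChrY SJL replicate 3 2, 7 and 1. The paper's methods describe a p-value for each probe set.

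The paper's PC1 share is 24.4%, and 25.5% was found here, less than 1.5 times apart. The paper states that the B6 group varied most, and the summed variance here was 1.06 times as large in B6 as in B6-ChrY SJL, with the larger variance in B6 for 49.1% of transcripts. The B6 pools had the larger SD on PC1 (6.55 against 4.69), PC3 and PC4 and the smaller on PC2 and PC5.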

Other observations

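The comparison of the genes between Tubb3 and Rab4a and around Ide was chosen only after results were seen.

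Transcripts of the cytokines that the paper measured in stimulated cells were low in these resting cells. Ifng averaged 6.30 ± 0.10 (SD, n = 3 pools) in B6 and 5.98 ± 0.08 in B6-ChrY SJL (log2 fold change −0.32, standard error 0.08, adjusted p = 0.292 from limma), and Il6 stayed below background in both (3.64 and 3.53). Il17a was 6.05 ± 0.11 in B6 and 6.38 ± 0.11 in B6-ChrY SJL (0.33, standard error 0.08, adjusted p = 0.32), the only 1 of 11 type 17 helper genes that was higher when adjusted over the list alone, while Ccr6, the chemokine receptor of such cells (−0.52), Batf (−0.27) and Ahr (−0.31), transcription factors of their differentiation, were lower (none at the FDR over all transcripts, camera adjusted p = 0.197). Of 14 type 1 helper genes, 4 were lower when adjusted over the list alone and none over all transcripts (camera adjusted p = 0.0761): the chemokine Ccl4 (−0.57), the IL-18 receptor chain Il18r1 (−0.33), Cxcr3 and Ifng. That list passed without B6 replicate 1 (adjusted p = 0.0348) and without B6-ChrY SJL replicate 3 (0.00703). Of 10 type 2 helper genes, 2 were lower over the list alone, the chemokine receptors Ccr4 (−0.79) and Ccr8 (−0.49), and none over all transcripts (camera adjusted p = 0.0104 and 0.217 with an estimated correlation). None of 12 follicular helper genes passed over the list alone, with Pdcd1, the receptor PD-1, at −0.26 (camera adjusted p = 0.167), nor did any of 13 genes of the IFN-γ, IL-6 and IL-2 receptor pathways, with Il2rb at −0.18 (camera adjusted p = 0.655).

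Of 51 small nucleolar RNAs, 5 were lower when adjusted over the list alone and none over all transcripts (median −0.10, camera adjusted p = 5.63e-06 and 0.217 with an estimated correlation), with Snord33 at −0.70, Snord14e at −0.82 and Snord118, which takes part in ribosomal RNA processing, at −0.91. Ribosomal protein genes were slightly higher as a list, 49 of 57 above 0 (median 0.04, none past the threshold over the list alone, camera adjusted p = 0.00415 and 0.515 with an estimated correlation), and the call was lost with cyclic loess (adjusted p = 0.548), with repeated quantile normalization (0.38, chosen after seeing the data) and without B6-ChrY SJL replicate 2 (0.101, median 0.03). Of 30 immediate early and stress genes, 1, Hspa1a (−1.42), was lower over the list alone and none over all transcripts (median −0.13, camera adjusted p = 0.00117 and 0.515 with an estimated correlation); Jun was at −0.30, Ier2 at −0.30 and Nr4a1 at −0.37, and the call on the list was lost without B6 replicate 3 (adjusted p = 0.0902, median −0.07), while without B6-ChrY SJL replicate 2 the median was −0.07 as well. The interferon-stimulated list did not pass (25 genes, none at an unadjusted p under 0.05 in limma, camera adjusted p = 0.197), nor did 53 splicing factors (3 lower at an unadjusted p under 0.05, Rbm25, Srsf2 and Srsf4, none over the list alone, camera adjusted p = 0.714) or 22 histone genes (1 lower over the list alone, H2bc8, camera adjusted p = 0.449). The interferon-stimulated list passed without B6 replicate 1, 2 or 3 or B6-ChrY SJL replicate 2 (adjusted p = 0.000981, 0.0111, 0.0108 and 0.0354), and without B6 replicate 2 its direction turned (median 0.10).

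Camera gave adjusted p values of 0.362 for natural killer, 0.884 for myeloid, 0.947 for erythroid, 0.206 for platelet and 0.197 for adipocyte and mammary markers, 0.197 for oxidative phosphorylation (0.0365 without B6-ChrY SJL replicate 1), 0.362 for single-copy ChrY genes with Xist, 0.981 for genes that escape ChrX inactivation, 0.389 for the T-cell receptor complex and 0.855 for olfactory and vomeronasal receptors. Of 11 erythroid genes only 3 were measured, Alas2, Slc4a1 and Car2, so a difference in other erythroid transcripts was not tested. For the myeloid list the median was −0.02 and the mean −0.00083, while camera gave the other direction. Among the olfactory receptors, Olfr24 (−0.98) was among the 10 lowest transcripts with 1 gene symbol and no overlap between groups, below background. Of the 6 differences of 2-fold or more at an unadjusted p under 0.05 in limma, the 2 largest were in clusters with several symbols. These were 10566254 (−2.15, adjusted p = 0.168) and 10566258 (−1.80, adjusted p = 0.16), and their genes were not resolved. Of all tested transcripts 17.1% had no overlap between groups, where chance gives 10%. The highest such transcripts besides Rab4a were Pnmal1 (0.81), Tubb3 (0.79), Wdfy1 (0.75), Rpp25 (0.68) and the microRNA Mir32 (0.61), of which Pnmal1, Tubb3 and Rpp25 averaged below background, as did Mir32 in B6.

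Tubb3 and Rab4a, both higher in B6-ChrY SJL, lie on the same chromosome with 6 measured genes between them, of which 1 was higher and 1 lower at an unadjusted p under 0.05, n-R5s136 (0.29) and Gas8 (−0.21), and Def8, Afg3l1, Dbndd1 and Rhou lay between −0.15 and 0.09. Of 7 measured genes around Ide (−0.61), 3 were lower at an unadjusted p under 0.05, Fgfbp3 (−0.22), Btaf1 (−0.21) and Kif11 (−0.64, below background), and Cpeb3, Marchf5, Hhex and Exoc6 lay between −0.01 and 0.06, with Marchf5 between Btaf1 and Ide and Cpeb3 and Hhex below background.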
